A study of Danio rerio with 30 samples.

How the data were processed

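Whole zebrafish embryos were profiled by droplet single-cell RNA sequencing, with about 30 embryos pooled per library. Per the labels, all libraries used here were made with the V3 chemistry of 10x Genomics. The deposited matrices hold raw UMI counts per gene and cell barcode, 1 matrix per library, written by Cell Ranger 3.1.0 in 8 libraries and 6.1.2 in 14, per the file headers. The genome build, the annotation release and the rule by which barcodes were taken as cells are not stated in the headers or labels. Features carry Ensembl gene identifiers and symbols, and the feature table was the same in all libraries, with 27597 features and 26847 distinct symbols. The 1354 features that share a symbol with another were summed under that symbol.

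Of the 30 libraries in the series, 22 had matrices among the files at hand. Whether matrices of the other 8 are deposited elsewhere is not known here. Those 8, from a later chemistry, are not analysed here. The 16 libraries at 12 hours post fertilization (hpf) fall into 12 loss-of-function or control groups and carry a set letter in the deposited file names, with 8 libraries in set A and 8 in set B. Set A was written by the earlier Cell Ranger release and set B by the later one. The 6 libraries at 8 hpf form a set of their own, and each is the only library of its group.

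Barcodes with fewer than 1000 UMIs or more than 10% mitochondrial UMIs were removed. Doublet scores were computed per library with scrublet as implemented in scanpy 1.11.5. Its automatic threshold marked between 0% and 8.64% of the barcodes of a 12 hpf library, and only 1 barcode or none in several of them, so the highest scores were removed in its place, at 0.8% per 1000 barcodes. That rule was chosen after seeing the automatic calls and removed 1.85% to 5.72% of the barcodes per 12 hpf library. After these steps 62153 cells were kept at 12 hpf and 18831 at 8 hpf.

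Cells were clustered per stage together with the marked doublets, which were left out of the counts summed later. The clustering used 2000 variable genes, 40 principal components, 15 nearest neighbours and Leiden resolution 2, with genes centred within each library set. Mitochondrial and ribosomal protein genes, the 5 targeted genes and the secretory list were left out of the clustering, so that a change in them could not decide a cell's class. Clusters were named only from marker lists fixed before the data were examined, as were the gene list, the tests and the rule for named genes. At 12 hpf cluster 17 was hatching gland-like (9 of its markers detected, he1.1, he1.2 and ctslb among its 10 leading genes), and clusters 43 and 44 were notochord-like (noto, twist2 and ntd5, and emilin3a, loxl5b and twist2). Cells of cluster 43 held fewer UMIs (median 6567) than those of cluster 44 (median 16106). As clustered, 13.3% of cluster 43, 0.55% of cluster 44 and 9.72% of cluster 17 were marked doublets. The medians and leading genes of clusters include them. At 8 hpf clusters 14 and 25 were hatching gland-like and notochord-like. The names are those of marker patterns, since the labels give whole embryos only. No cluster at 12 hpf and 7 of 43 at 8 hpf drew at least 95% of their cells from 1 library.

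UMI counts were summed per library over the cells of each class. For each class the 16 libraries at 12 hpf were fitted in edgeR 4.0.16 with additive terms for loss of xbp1, atf6, creb3l1 and creb3l2 and for the library set. The scaling was TMM, the low-count filter was filterByExpr, and the two-sided quasi-likelihood test was adjusted by Benjamini-Hochberg. A gene was called below an adjusted value of 0.05. Because most genotypes have 1 library, this model borrows replication across genotypes and assumes that effects add on the log scale. Injection was not a term of the model. The 4 uninjected libraries (wild type and creb3l1 mutant) all had xbp1, atf6 and creb3l2 intact. A response to injection can therefore enter the terms for these losses. Interaction terms for creb3l1 with creb3l2 and for xbp1 with atf6 were added in separate fits. The groups with 2 libraries (tyr, wild type, creb3l1 mutant and quadruple) were also fitted alone, each against tyr. These 3 contrasts share the tyr libraries, so no overlap or correlation between them is reported. Common biological coefficients of variation were 0.219 (notochord-like) and 0.205 (hatching gland-like) in the additive fits on 10 residual degrees of freedom, and 0.287 and 0.294 in the 8-library fits on 4.

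A list of 102 secretory pathway genes was written from general knowledge of translocation, folding, endoplasmic reticulum to Golgi transport and Golgi transport. Of these, 97 were in the feature table. The list was tested with camera from limma 3.58.1 (preset correlation, two-sided) on the same fits and with fry as an alternative, and calls among its genes were also counted when adjusted over the list alone. For the difference between classes, the mean log2(CPM + 1) of the list was taken per library and class, and hatching gland-like minus notochord-like was compared between libraries without and with a factor by a two-sided exact permutation test over all splits. At 8 hpf no test across groups was possible. Log2 ratios of CPM + 1 against the mCherry library of the same background are given with 95% counting intervals (exact for single genes, 200 Poisson draws for medians). A list's median is placed among those of 10000 random lists matched on mean level in 25 bins. These intervals cover counting error alone.

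Named genes are the 5 targeted genes in every comparison and, per test at 12 hpf, the 5 with the largest absolute log2 fold change among called genes with a mean of at least 20 CPM. That choice left out the targeted genes, mitochondrial genes, markers and the 10 leading genes of the class's clusters. At 8 hpf they are the 5 with the largest absolute log2 ratio among genes at 50 CPM or more in either library. From the list, the 3 genes with the smallest p per test are named. 1 gene that these rules select is not reported here. Bounds for genes without a UMI in a group used a floor of 3 counts per library. The hsp70 genes named here are near-identical copies, and how Cell Ranger divided or dropped reads shared by copies is not recorded, so the level of each copy is uncertain. Gene positions were taken only as chromosome membership, from a RefSeq table of assembly GRCz12tu.

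The alternatives tried at 12 hpf were library totals in place of TMM, no low-count filter, cells picked by markers alone, doublets kept, cluster 44 alone, no set covariate or the set as a covariate, a replicate block, wild type added to the control, wild type left out, each library left out in turn, fry in place of camera, and DESeq2 1.42.0. At 8 hpf they were a pseudocount of 10 CPM, the other mCherry library, TMM scaling, a minimum of 20 CPM and a minimum of 3000 UMIs per cell. The edgeR fits were tested on simulated counts drawn from the real libraries' means, with 200 genes changed 3-fold. The simulation gave every gene the common dispersion and changed no term but the tested one. It can therefore overstate recovery in the real data. Of the changed genes tested, the additive fits recovered between 87.6% (creb3l2 loss, notochord-like) and 94.8% (creb3l1 loss, notochord-like). In the 8-library fits recovery ran from 24.4% (wild type versus tyr, hatching gland-like) to 38.3% (creb3l1 mutant versus tyr, hatching gland-like). The interaction fits recovered 6.63% (creb3l1 by creb3l2, notochord-like) to 24.4% (the same term, hatching gland-like). Other tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.

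Barcodes per library numbered 2281 to 7153 at 12 hpf and 2317 to 6817 at 8 hpf, with total UMIs of 37677042 to 120722910 and 40560649 to 100654147. Median UMIs per barcode were 10031 to 20116 at 12 hpf and 5111 to 21773 at 8 hpf. The classes were small: a 12 hpf library held 67 to 247 notochord-like cells with 607399 to 3394320 UMIs, and 31 to 145 hatching gland-like cells with 854438 to 4335952 UMIs. A gene at 20 CPM therefore rests on few UMIs in the smallest classes, and the spread between libraries adds to the counting error.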

Results

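The transcription factors xbp1, atf6, creb3l1 and creb3l2 of the unfolded protein response were removed from zebrafish embryos, alone or jointly, and whole embryos were profiled by single-cell RNA sequencing at 12 hpf. The question the series poses is which of them control secretory machinery genes in the notochord and the hatching gland. Embryos were mutated by injection of Cas9 protein with guide RNAs (crispants), except that creb3l1 was also lost through a stable mutant line. Crispants of tyr, the tyrosinase gene, were the stated control and had 2 libraries. Uninjected wild type, creb3l1 mutants and embryos without all 4 factors (quadruple) also had 2 libraries each. The xbp1, atf6, creb3l1, creb3l2 and xbp1+atf6 crispants had 1 library each. So did the creb3l2+creb3l1, atf6+creb3l2+creb3l1 and xbp1+creb3l2+creb3l1 embryos, which like the quadruple embryos were made in the creb3l1 mutant line. Across these 16 libraries xbp1 was lost in 5, atf6 in 5, creb3l1 in 8 and creb3l2 in 6. At 8 hpf, 6 libraries of 1 per group held embryos injected with mRNA. In xbp1 crispants these were the activated forms atf6-N, creb3l1-N and creb3l2-N and a nuclear mCherry control, at 40 pg each. Embryos not mutated by guide RNAs received full-length creb3l2 (40 pg) or mCherry (125 pg). Total UMIs per library ran from 37677042 (quadruple 2) to 120722910 (creb3l1 mutant 2) at 12 hpf and from 40560649 to 100654147 at 8 hpf.

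Notochord-like cells made up 1.68% to 5.20% of the cells of a 12 hpf library, and hatching gland-like cells 1.00% to 3.60%. Their median UMIs per cell were 9784.5 to 20445 and 23252 to 35693. At 8 hpf the classes held 65 to 160 and 27 to 63 cells per library.

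The targeted genes were read first. Over all cells at 12 hpf, atf6 stood at 9.64 CPM ± 2.38 (SD, 5 libraries) where it was lost and at 47.4 CPM ± 10.2 (SD, 11 libraries) where it was intact, with no overlap between the 6.39 to 12.9 and the 36.7 to 65.2 CPM of single libraries. For creb3l2 the values were 5.21 CPM ± 1.17 (SD, 6 libraries) and 17.1 CPM ± 2.91 (SD, 10 libraries), also without overlap. For xbp1 they were 188 CPM ± 64.2 (SD, 5 libraries) and 386.5 CPM ± 53.0 (SD, 11 libraries). The xbp1 crispant library was the highest of the libraries without xbp1, at 289 CPM, against 318 CPM in the lowest intact one. In hatching gland-like cells xbp1 mRNA was at 2601 CPM ± 1048 (SD, 5 libraries) where lost and 5083 CPM ± 404 (SD, 11 libraries) where intact. In notochord-like cells its ranges overlapped (267 to 784 and 427 to 1111 CPM). The mRNA of creb3l1 did not mark its loss in every library: it was at 9.33 CPM ± 3.45 (SD, 8 libraries) where lost and 7.88 CPM ± 0.61 (SD, 8 libraries) where intact. Creb3l1 mutant 1 (3.53 CPM) and the creb3l1 crispant (5.47 CPM) lay below all intact libraries (7.14 to 8.73 CPM), as they did in notochord-like cells (57.4 and 36.5 CPM, against 64.4 or more). The other 6 lay within or above the intact range, so the level gives no check of their labels. Only 0.92 to 6.28 CPM of creb3l1 was seen in the hatching gland-like cells of any library. At most 0.31 CPM of tyr was seen in any 12 hpf library, too little to check the tyr crispants.

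Over the 4 tyr and wild type libraries, the secretory list took 5.42% ± 0.48 (SD) of the UMIs of hatching gland-like cells, 3.26% ± 0.62 of those of notochord-like cells and 0.917% ± 0.0748 of those of all other cells. Among hatching gland-like cells the share was 1.68% to 2.45% in the 5 libraries without xbp1 and 4.81% to 6.12% in the 11 with it. In notochord-like cells the 2 libraries without xbp1 but with creb3l2 lay at 2.77% and 2.84%. The 3 libraries without xbp1, creb3l2 and creb3l1 lay at 1.11% to 1.29%, and the lowest of the 11 libraries with xbp1 at 2.23%.

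**Figure D1:**
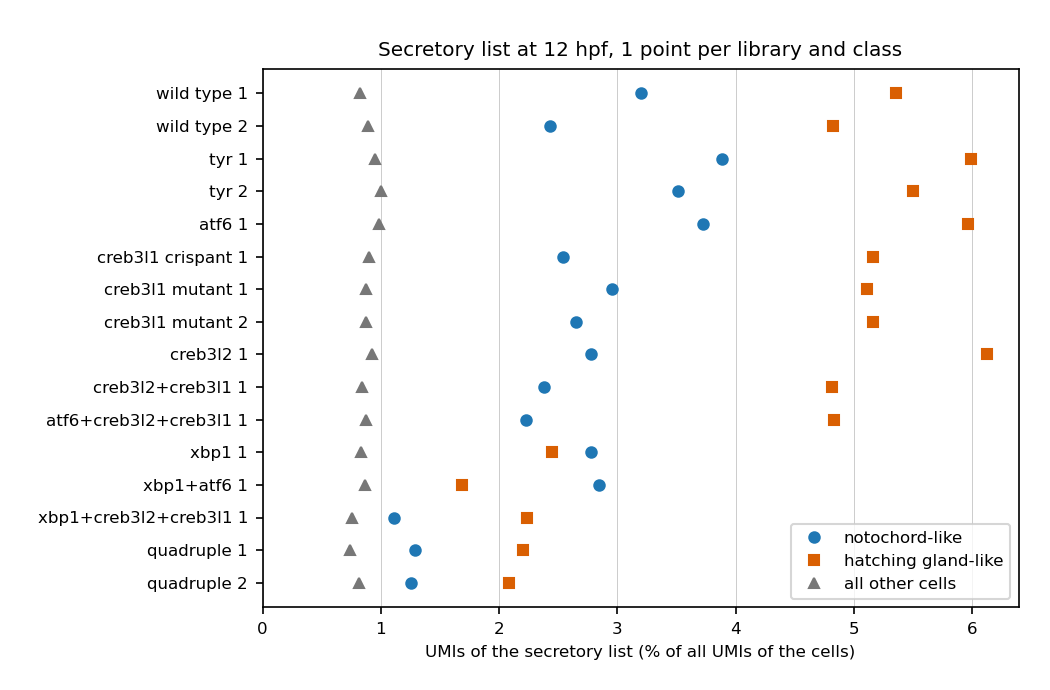
Share of UMIs from the secretory list (x axis, percent of all UMIs of the cells) in each of the 16 libraries at 12 hpf (y axis, by genotype and replicate); circles are notochord-like cells, squares hatching gland-like cells and triangles all other cells. The 5 libraries without xbp1 are the lowest 5 squares, at 1.68% to 2.45%.

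Loss of xbp1, read across the 16 libraries with the other losses and the library set in the model, called 19 of 9358 genes in notochord-like cells. All 19 were lower, and 15 belonged to the secretory list. When adjusted over the list alone, 34 of its 90 tested genes were called, all lower. The count moved most without the low-count filter, to 208. It was 9 without the xbp1 library and 12 without the xbp1+creb3l2+creb3l1 library. Among the largest changes were those in calr3b (log2 fold change -1.63, SE 0.19, adjusted p 0.000866), pdia4 (-1.58, SE 0.30, adjusted p 0.0272), hsp90b1 (-1.52) and hspa5 (-1.28). The smallest p in the list belonged to calr3b, ssr4 (-0.92) and ssr2 (-1.13). Leaving out 1 library kept calr3b, hsp90b1, ssr4 and ssr2 called in all 16 fits. The call of pdia4 was lost in 9 of them, and that of hspa5 without the xbp1 library. The list's median log2 fold change was -0.40, 85 of its 90 genes were lower, and its camera p was 4.6e-52. In set B the libraries without xbp1 were also those without creb3l2, so that set alone cannot separate these 2 losses.

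Loss of xbp1 in hatching gland-like cells called 798 of 8619 genes, 193 higher and 605 lower. These included 81 of the 92 tested list genes (87 when adjusted over the list alone, all lower). Without the xbp1+atf6 library the count was 520 and without the xbp1 library 521. With no set covariate it was 597, and the share of higher genes 13.2% in place of 24.2%. Without the wild type libraries that share was 14.9%. All 92 list genes were lower, with a median of -1.45 and a camera p of 3.5e-126, against a median of 0.03 for all tested genes. The smallest p in the list belonged to ssr2 (-2.19, SE 0.15, adjusted p 8.8e-08), ssr4 (-2.12) and ssr3 (-2.05). The largest changes were higher levels of the heat shock genes hsp70l (10.52), hsp70.2 (9.63) and hsp70.3 (5.74) and of dnajb1b (3.41), and lower levels of derl3 (-3.49). Each of these named genes stayed called in all 16 fits that left out 1 library. The 11 libraries with xbp1 held 7 UMIs of hsp70l and 10 of hsp70.2 in all, so those fitted changes depend on the prior count. Pooled over the 5 libraries without xbp1, UMIs of hsp70l numbered 2033 and those of hsp70.2 1370, most of them in the xbp1, xbp1+atf6 and xbp1+creb3l2+creb3l1 libraries.

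The difference between the classes was tested within libraries. The list's mean level in hatching gland-like cells minus that in notochord-like cells was -0.21 ± 0.60 (SD, 5 libraries) on the log2 scale without xbp1 and 0.55 ± 0.24 (SD, 11 libraries) with it. The difference of -0.77 had a two-sided exact permutation p of 0.00114 (smallest possible 2.3e-04) and 0.00458 after Benjamini-Hochberg over 4 factors. Of the 5 libraries without xbp1, 4 lay below all 11 others. The exception was xbp1+creb3l2+creb3l1, at 0.38. In set A the libraries without xbp1 stood at -0.37 (xbp1) and -1.17 (xbp1+atf6). Within that set the difference was -1.39 (exact permutation p 0.0357, the smallest its 28 splits allow). Within set B, where the libraries without xbp1 also lacked creb3l2 and creb3l1, it was -0.32 (exact permutation p 0.0714), short of the threshold. For atf6 the difference was -0.39 (exact permutation p 0.170), for creb3l1 0.30 (0.281) and for creb3l2 0.33 (0.237), none below 0.281 after adjustment. Without the atf6+creb3l2+creb3l1 library the value for atf6 was -0.61, with an unadjusted exact permutation p of 0.0322. Within set B the values for creb3l1 and creb3l2 changed sign, to -0.09 and -0.32. The libraries without creb3l2 in set B were the same as those without xbp1, so this -0.32 cannot be assigned to creb3l2. Each of these tests took its factor alone, and some libraries without creb3l2 also lacked xbp1, whose loss went with a lower difference. With the other 3 factors as terms, a linear model gave 0.59 for creb3l2 (permutation p 1.7e-04).

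Loss of atf6 called 1 gene in each class, atf6 itself, of 9358 and 8619 tested. It was not called in notochord-like cells without the atf6+creb3l2+creb3l1 library, where the count was 0. The count in hatching gland-like cells was 3 without the xbp1 library and 3 without the xbp1+atf6 library, and library totals in place of TMM raised the median of all genes by 0.12. At an unadjusted p under 0.05, 312 and 353 genes passed. DESeq2 called 15 genes in hatching gland-like cells, without atf6 among them, and no list gene was called by edgeR, over all genes or when adjusted over the list alone. The list's median was 0.03 in notochord-like cells (camera p 0.234), and the sign changed with doublets kept (-0.00254) and without the xbp1+creb3l2+creb3l1 library (-0.04) or the quadruple 1 library. Without the atf6 library it was 0.11 and passed camera's threshold. For hatching gland-like cells it was -0.15 (camera p 4.4e-09, 77 of 92 genes lower), -0.24 without the atf6 library, -0.09 without the xbp1+atf6 library and -0.09 without the creb3l2 library. The list gene with the smallest p there was sec61g (-0.63, SE 0.15, adjusted p 0.576 by edgeR and 0.0150 by DESeq2), followed by sec11a (-0.33) and mcfd2 (-0.61). In notochord-like cells they were sec61g (-0.30), derl2 (0.21) and creld2 (0.41). Without the xbp1 library the median in hatching gland-like cells was -0.04 (camera p 0.168).

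Loss of creb3l1 called 110 genes in notochord-like cells, 17 higher and 93 lower. Of these 7 were in the list (28 when adjusted over the list alone, 26 of them lower). The count was 5 without the creb3l2 library and 192 without the creb3l1 crispant library, so it depended on single libraries. The largest changes were in cdo1 (-3.04, SE 0.36, adjusted p 0.000798), fhl1b (-2.99), tmem88b (-2.12), zgc:163030 (-2.07) and zgc:92630 (-2.05). The calls of cdo1 and fhl1b held in all 16 fits that left out 1 library. Those of the other 3 were lost without the creb3l2 library, and those of tmem88b and zgc:92630 also without the creb3l1 mutant 1 library. In the list the smallest p belonged to kdelr2b (-1.10, SE 0.15, adjusted p 0.00162), kdelr2a (-0.59) and arf5 (-0.57). None of these 3 was called without the creb3l2 library, nor kdelr2a and arf5 without creb3l1 mutant 1. Over the list the median was -0.25 (camera p 7.5e-13, 69 of 90 genes lower).

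Loss of creb3l1 in hatching gland-like cells, where its mRNA was near the floor of detection, called 79 genes, 33 higher and 46 lower. The higher share of 41.8% was 31.1% of the 135 genes that DESeq2 called. The count was 0 without the creb3l2 library and 258 without the creb3l1 crispant library. The genes with the largest changes were bx511111.2 (3.71, SE 0.49, adjusted p 0.000926), cnfn (2.47), derl3 (-2.32), slc4a2a (-2.18) and rdh12 (-2.09). None of the 5 was called without the creb3l2 library. The call of slc4a2a was lost in 14 of 16 such fits and that of cnfn in 7, and without the creb3l1 crispant library the change of slc4a2a was -3.35. From the list only pdia6 was called (-1.30, SE 0.17, adjusted p 0.000926), with kdelr2b (-0.67, adjusted p 0.0525) and sar1b (-0.52, adjusted p 0.0763) next. When adjusted over the list alone, 5 list genes were called, all lower. The call of pdia6 was lost without the creb3l2 library, and kdelr2b was called without any of 3 libraries, the creb3l1 crispant among them. Over the whole list the median was -0.22 (camera p 5.4e-08, 75 of 92 genes lower), and -0.13 without creb3l1 mutant 1.

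Loss of creb3l2 called 201 genes in notochord-like cells, 12 higher and 189 lower. These included 32 list genes, and 45 of 90 when adjusted over the list alone, all lower. Cells picked by markers alone, a larger and mostly different set, gave 9, and leaving out the creb3l2 library 133. The largest changes were in rcn3 (-2.90, SE 0.48, adjusted p 0.00160), kdelr3 (-2.41), copz2 (-2.26), golt1ba (-2.21) and zgc:153675 (-2.03), and in the list lman1 (-1.51, SE 0.17, adjusted p 1.5e-04), kdelr3 and yif1a (-1.53) had the smallest p. All of these stayed called in the 16 fits that left out 1 library. Without the creb3l2 library the change of copz2 was -3.92. Across the list the median was -0.44 (camera p 1.7e-48, 82 of 90 genes lower). For hatching gland-like cells edgeR called 0 of 8619 genes, and DESeq2 0. At an unadjusted p under 0.05, 365 genes passed, and 4 genes were called without the creb3l1 mutant 2 library. In simulated data for this comparison, with the same dispersion for all genes, 89.5% of the 3-fold changes were recovered. Recovery in the real data can be lower. Here the list had a median of 0.01 (camera p 0.135) and changed sign in 3 of the fits that left out 1 library, to -0.07 without the xbp1+atf6 library. It passed camera's threshold in 4 others, at up to 0.09 without the xbp1 library. The smallest p in the list belonged to srp68 (-0.48), bet1 (0.57) and herpud1 (0.44), each with an adjusted p of 1.00. Whether the effect of creb3l2 loss on the number of called genes differs between classes was not tested.

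Beside camera, the alternative test fry left the list past 0.05 for loss of xbp1 (p 2.4e-04 in notochord-like and 8.0e-08 in hatching gland-like cells), of creb3l2 in notochord-like cells (8.7e-05), of creb3l1 in notochord-like cells (0.0129) and for quadruple versus tyr (0.00105 and 1.4e-04). It did not for loss of atf6 in hatching gland-like cells (0.117), of creb3l1 in hatching gland-like cells (0.0639), or for creb3l1 mutant and wild type versus tyr (0.101 to 0.123).

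**Figure D2:**
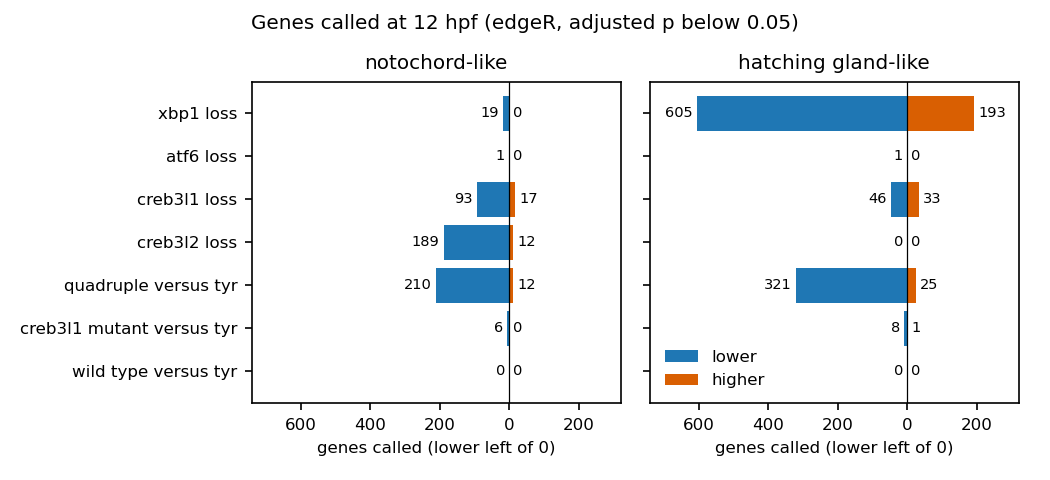
Number of genes called by edgeR (x axis, lower genes left of 0 and higher genes right of it) for each comparison at 12 hpf (y axis) in notochord-like and hatching gland-like cells; bars start at 0. Loss of xbp1 called 798 genes in hatching gland-like cells and 19 in notochord-like cells, and loss of creb3l2 called 0 and 201.

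Interaction terms asked whether the effect of 1 loss depends on another. For creb3l1 with creb3l2, edgeR called 0 of 10036 genes in notochord-like and 0 of 9289 in hatching gland-like cells, with 456 and 334 passing at an unadjusted p under 0.05. DESeq2 called 2 and 0. The fits recovered 6.63% and 24.4% of 3-fold interactions in simulated data, so most interactions of that size were missed. The list genes with the smallest p were copz2 (-3.32, SE 0.85, adjusted p 1), manf (0.99) and srp72 (-1.04), and in hatching gland-like cells syvn1 (-0.78), kdelr3 (1.38) and calr3b (-0.70). For xbp1 with atf6, edgeR called 0 of 9358 and 0 of 8619 genes, with 181 and 215 passing unadjusted, and DESeq2 called 0 and 0. Recovery in simulated data was 13.5% and 24.1%. The list's median for this term was 0.19 in notochord-like cells (camera p 5.1e-07, fry p 0.165) and -0.29 in hatching gland-like cells (camera p 2.3e-14, fry p 0.0983). Named by the smallest p were copg2 (0.74), gbf1 (1.36) and derl1 (0.95), and in hatching gland-like cells copz2 (-2.44), mcfd2 (-1.14) and lman1 (-1.60). In that class 1 gene was called without the xbp1 library or without the xbp1+atf6 library. For creb3l1 with creb3l2 the list's median was -0.05 (camera p 0.113) and -0.16 (camera p 0.0771).

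The quadruple embryos were set against tyr crispants with 2 libraries each. In notochord-like cells 222 of 9218 genes were called, 12 higher and 210 lower, and 44 of the lower genes were in the list (65 of 91 when adjusted over the list alone, all lower). With library totals in place of TMM the median of all genes rose by 0.14, and the count was 184. The count was 10 without quadruple 1, 24 without quadruple 2, 107 without tyr 1 and 164 without tyr 2. The largest fitted changes were in cdo1 (2 UMIs in both quadruple libraries, tyr over quadruple 85.5, 95% counting interval 23.4 to 710.3) and fhl1b (5 UMIs, ratio 37.5, interval 15.8 to 117), whose fitted values of -6.48 and -5.59 depend on the prior count. They were followed by zgc:163030 (-5.19, SE 0.44, adjusted p 0.000724), kdelr3 (-4.62) and sparc (-4.42). In the list the smallest p belonged to kdelr2b (-2.92, SE 0.29, adjusted p 0.00151), lman1 (-3.71) and copz2 (-3.73). Leaving out 1 library, the call of sparc was lost in 3 of 4 fits, that of cdo1 without either quadruple library, and those of kdelr3 and lman1 without quadruple 1, where the fitted value of fhl1b was -10.01. Over the list the median was -1.47 (camera p 1.8e-61, 88 of 91 genes lower).

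Quadruple versus tyr in hatching gland-like cells called 346 of 8426 genes, 25 higher and 321 lower, of which 59 were in the list (75 of 91 when adjusted over the list alone). With library totals in place of TMM the median of all genes rose by 0.25, and the count was 258. The count was 81 without quadruple 2, 84 without quadruple 1 and 223 without tyr 1. By the largest change these were pnocb (2 UMIs in the quadruple libraries, ratio 338, 95% counting interval 93.5 to 2798), derl3 (4 UMIs, fitted -5.07), zgc:92630 (-4.67), copz2 (-4.43, SE 0.43, adjusted p 4.2e-04) and cabz01058650.1 (-4.40). The call of pnocb was lost without either quadruple library, and those of derl3 and zgc:92630 without quadruple 2. From the list, pdia6 (-3.51, SE 0.30, adjusted p 3.8e-04), lman1 (-4.37) and sec61b (-3.55) stayed called in all 4 fits. Across the list the median was -1.80 (camera p 3.4e-75, 88 of 91 genes lower).

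The creb3l1 mutants alone, without an injection, differed from tyr crispants in 6 genes in notochord-like cells, all lower, with 515 of 9218 passing at an unadjusted p under 0.05. Without creb3l1 mutant 2 the count was 0 and without tyr 1 it was 3. No list gene was called, over all genes or when adjusted over the list alone. The named genes were si:dkey-40h20.1 (0 UMIs in the mutants, at least 23.4-fold lower against a floor of 3 counts per library), phlda3 (3 UMIs, tyr over mutant 47.2, 95% counting interval 15.8 to 231), mat2al (-3.78, SE 0.49, adjusted p 0.0165), zgc:163030 (-2.88) and tmem88b (-2.70). The fitted values of si:dkey-40h20.1 and phlda3 (-9.22 and -5.80) depend on the prior count, and that of phlda3 was -9.29 without creb3l1 mutant 2. Of these calls tmem88b's was lost in 4 of 4 fits that left out 1 library and phlda3's in 3. The calls of mat2al and zgc:163030 were lost in 2 fits each and that of si:dkey-40h20.1 in 1, all 3 of them without creb3l1 mutant 2. For hatching gland-like cells 9 of 8426 genes were called, 1 higher and 8 lower (404 unadjusted), with 1 called without either mutant library and 4 without tyr 2. They included cnfn (4.99, SE 0.69, adjusted p 0.0163), si:dkey-92i17.2 (-3.84), rdh12 (-3.40) and faub (-2.71), whose calls were lost in 2, 3, 2 and 3 of 4 such fits. With the library set as a covariate cnfn, the only higher gene, was not called. When adjusted over the list alone 1 list gene was called, pdia6 (-1.50, SE 0.28). The other list genes by p were kdelr2b (-0.88) and derl1 (-1.03), and in notochord-like cells kdelr2b (-1.20), pdia6 (-0.91) and cope (-0.87). The list's medians were -0.33 and -0.25 (camera p 3.8e-08 and 4.0e-06). The first was -0.21 without creb3l1 mutant 2, and the second did not pass without tyr 1, at -0.08.

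Uninjected wild type was set against tyr crispants to show what injection and mutagenesis of an unrelated gene change. Here edgeR called 0 of 9218 genes in notochord-like and 0 of 8426 in hatching gland-like cells, and 336 and 157 passed at an unadjusted p under 0.05. DESeq2 called 5 and 1. In all other cells edgeR called 16 of 17210 genes, all lower in wild type. Without wild type 1, edgeR called 5 genes in notochord-like cells. In simulated data 36.5% and 24.4% of 3-fold changes were recovered. The list's medians were -0.34 (camera p 1.6e-09) and -0.32 (camera p 1.2e-06). The first was -0.17 without wild type 2, -0.51 without wild type 1 and -0.52 without tyr 2. The second was -0.15 without tyr 1 and did not pass without wild type 2, at -0.20 (camera p 0.125). The list genes with the smallest p were p4hb (-1.02), cope (-0.76) and creld2 (-1.34), and yif1a (-0.70), tmed3 (-1.19) and kdelr3 (-0.87), none with an adjusted p below 0.928.

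At 8 hpf the question was whether an activated factor is sufficient to raise its targets. Each mRNA had 1 library, so none of the following differences has a replicate check, and the ratios compare libraries. The injected genes were read first. In all cells atf6 was at 414.8 CPM under atf6-N and 48.4 CPM under mCherry, creb3l1 at 237 CPM under creb3l1-N and 6.1 CPM under mCherry, and creb3l2 at 398.5 CPM under creb3l2-N and 14 CPM under mCherry. Under full-length creb3l2 it was at 72.6 CPM, and at 9.47 CPM under its mCherry control. The counts cannot separate injected from endogenous mRNA. Levels of xbp1, whose gene was mutated in the first 4 of these libraries, were higher than under mCherry with each mRNA, by log2 ratios of 0.98, 0.70, 0.79 and 0.74. At 8 hpf tyr stood at 0.16 to 2.80 CPM.

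The list's median log2 ratio over all cells was 0.43 under atf6-N (95% counting interval 0.40 to 0.49, 77 of 97 genes higher), 1.18 under creb3l1-N (1.13 to 1.2, 88 of 96 higher), 1.26 under creb3l2-N (1.22 to 1.31, 89 of 96 higher) and 0.34 under full-length creb3l2 (0.31 to 0.37, 83 of 96 higher). All lay above every one of 10000 random lists, whose highest medians were 0.05, 0.03, 0.10 and 0.07. The median of all genes was -0.07, -0.12, -0.10 and -0.03. The choice of mCherry library, which also changes the background and the dose, moved the medians of the classes most. In notochord-like cells the list's median was 0.59, 1.2, 1.48 and 0.22, and 0.28, 0.79, 1.02 and 0.72 against the other mCherry library. In hatching gland-like cells it was 0.42, 0.73, 1.40 and 0.42, and 0.15, 0.37, 1.05 and 0.80. All 12 medians were above 0 with either control. The list's share of UMIs over all cells was 3.65% under atf6-N, 2.60% under creb3l1-N and 2.71% under creb3l2-N, against 0.879% under mCherry. It was 1.28% under full-length creb3l2, against 0.932%.

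**Figure D3:**
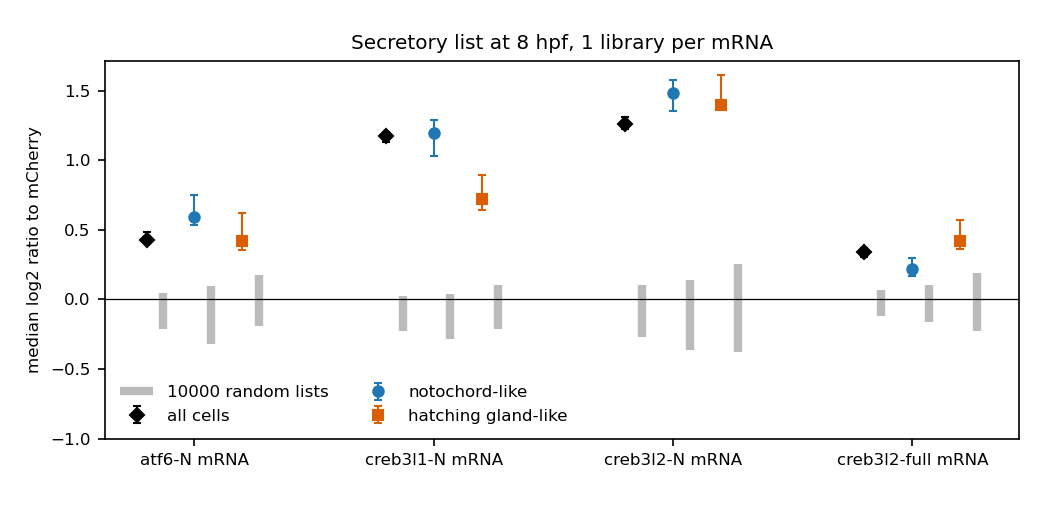
Median log2 ratio of the secretory list to the mCherry library of the same background (y axis) for each injected mRNA at 8 hpf (x axis), in all cells (diamonds), notochord-like cells (circles) and hatching gland-like cells (squares), 1 library each; error bars are 95% counting intervals and grey bars the range of 10000 random lists. Medians over all cells were 0.43, 1.18, 1.26 and 0.34.

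Genes called lower at 12 hpf in either class on loss of a factor were then read at 8 hpf. For creb3l1, 129 such genes had a median log2 ratio of 1.52 under creb3l1-N (95% counting interval 1.47 to 1.60). Of these 102 were higher and 73 more than 2-fold higher, and the 121 outside the list had a median of 1.41. For creb3l2, 188 genes had a median of 2.52 under creb3l2-N (2.51 to 2.58), with 187 higher and 176 more than 2-fold higher. The 156 outside the list had a median of 2.60. Under full-length creb3l2 the same 188 genes had a median of 0.57 (0.53 to 0.58), with 179 higher and 44 more than 2-fold higher. Each of these medians lay above all 10000 random lists. For loss of atf6 edgeR called no gene other than atf6, so no targets were read. The 15 genes that DESeq2 called in hatching gland-like cells, all lower, were not read at 8 hpf. Targets were not specific between creb3l1-N and creb3l2-N: the 188 genes called lower without creb3l2 had a median of 2.31 under creb3l1-N, where 188 were higher, and the creb3l1 targets had 1.77 under creb3l2-N. Under atf6-N they had 0.37 (139 of 188 higher) and 0.34 (95 of 129 higher). Genes called lower without xbp1 had 0.41 under atf6-N, 0.88 under creb3l1-N, 1.12 under creb3l2-N and 0.18 under full-length creb3l2.

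Of the genes at 50 CPM or more in either library, 231 differed at least 2-fold under atf6-N (205 higher), 294 under creb3l1-N (287 higher), 379 under creb3l2-N (338 higher) and 28 under full-length creb3l2 (26 higher). Lowering the minimum to 20 CPM gave 423, 544, 698 and 59. The largest ratios under atf6-N were those of si:dkeyp-1h4.6 (794 CPM, 7 UMIs under mCherry), zgc:92630 (804 CPM, 12 UMIs), clstn3 (497 CPM, 1 UMI), ldb3b (230.2 CPM, 1 UMI) and hsp90b1 (6550.1 and 29.0 CPM, ratio 226, 95% interval 216 to 237). Ratios to 1 UMI are wide: that of clstn3 had an interval from 5223 to 1149600 and that of ldb3b from 2418 to 532310. Under creb3l1-N and creb3l2-N the largest ratios fell on the same 5 genes. For rcn3 the ratios were 357 (292 to 442) and 522 (427 to 645), for cgref1 318 (263 to 388) and 325 (269 to 396), and for cart3 467 (308 to 745) and 420.2 (277 to 671). For hoxa11b and slc32a1, with 1 UMI each under mCherry, levels were 773 and 511 CPM under creb3l1-N and 237 and 184 CPM under creb3l2-N, with ratio intervals from 8124 to 1788000 and 5372 to 1182300, and from 2486 to 547230 and 1933 to 425480. Under full-length creb3l2 they were rcn3 (49.7, 40.2 to 62.1), fkbp9 (10.6), cabz01079276.1 (10.7), ca15b (0.132) and creb3l2 itself (7.67). With the other mCherry library the log2 ratio of cabz01079276.1 was 5.79 in place of 3.21, and that of ca15b -1.71 in place of -2.83.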

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

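The 4 tests of technical explanations in this part were chosen after the result was seen.

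Loss of xbp1 lowered the secretory list further in hatching gland-like than in notochord-like cells. It was singled out because a test of the difference itself passed: the list's level in the first class minus that in the second changed by -0.77 between the 11 libraries with xbp1 and the 5 without it (two-sided exact permutation p 0.00114, smallest possible 2.3e-04). Without and with xbp1 the levels were 5.81 and 7.20 in hatching gland-like cells and 6.02 and 6.64 in notochord-like cells, on the log2 scale. Leaving out each library in turn gave -0.91 to -0.53, and each of these passed. A difference in depth between classes and libraries was argued against, since with all counts thinned to 1 total the value was -0.78. The share of UMIs taken by the leading genes of each class was argued against by -0.76 without those genes. The mix of the notochord-like clusters was argued against by -0.70 with cluster 44 alone. A difference between the library sets as the whole cause was argued against by -1.39 within set A, where the 2 libraries without xbp1 both had creb3l2. They stood at -0.37 (xbp1) and -1.17 (xbp1+atf6). Within set B the value was -0.32 (exact permutation p 0.0714). Each library without xbp1 there also lacked creb3l2, so set B alone does not separate these 2 losses. In set A the libraries without creb3l2 but with xbp1 stood at 0.90 (creb3l2), 0.83 (creb3l2+creb3l1) and 0.91 (atf6+creb3l2+creb3l1). Those with both stood lower, at 0.31 (tyr 1), 0.39 (atf6) and 0.36 (creb3l1 mutant 1). These values argue against loss of creb3l2 alone as the cause of a lower difference. Those without creb3l2 also enlarge the -1.39, since they raise the mean with xbp1 in set A. Loss of creb3l1 alone did not lower the difference in set B. There creb3l1 mutant 2 (0.52) and the creb3l1 crispant (0.62) were not below tyr 2 and wild type, at 0.32 to 0.58. The libraries without xbp1 stood at 0.38 (xbp1+creb3l2+creb3l1, inside that range) and at 0.03 and 0.07 (quadruple 1 and 2, which also lack atf6). Over both sets, the libraries without xbp1 but with atf6 were xbp1 (-0.37) and xbp1+creb3l2+creb3l1 (0.38). Whether loss of atf6 adds to that of xbp1 cannot be told from these libraries. A larger need for xbp1 in the hatching gland remains a hypothesis, found and examined on the same data.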

How the results depend on the processing

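Chosen only after results were seen were cluster 44 alone, the tests of the class difference by set, without leading genes, thinned, with doublets kept or with a library left out, and all alternatives for the named genes at 8 hpf. For the changes below the cause was not tested, except where the construction of the alternative shows it (fewer cells, other cells, or genes with few counts admitted).

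Of 1494 values of named genes under the alternatives at 12 hpf, 1352 kept their direction and their side of the threshold, 128 were no longer past it, 14 newly passed and 0 changed sign. Cells picked by markers alone, mostly cells outside the clusters, took 28 of 78 below the threshold, and leaving out 1 library 83 of 876. Keeping doublets left all 18 counts of called genes within 1.5 times, as leaving out wild type did for 12 of 12. The list's median kept its side of camera's threshold without the low-count filter, with markers alone, with cluster 44 alone and without wild type in every additive fit. Its size did shrink with markers alone: for xbp1 it was -0.21 in notochord-like and -0.42 in hatching gland-like cells, and for creb3l2 in notochord-like cells -0.15.

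Without the low-count filter, counts of called genes rose. In notochord-like cells they were 208 (xbp1), 14 (atf6), 421 (creb3l1), 319 (creb3l2), 501 (quadruple versus tyr), 78 (creb3l1 mutant), 26 (wild type), 31 (creb3l1 by creb3l2) and 11 (xbp1 by atf6). In hatching gland-like cells they were 68 (atf6), 499 (creb3l1), 67 (creb3l2), 743 (quadruple), 94 (mutant), 16 (wild type), 20 (creb3l1 by creb3l2) and 27 (xbp1 by atf6). The share of higher genes rose to 16.3% from 0 for xbp1 in notochord-like cells and to 41.2% for atf6 in hatching gland-like cells, and fell to 32.3% from 41.8% for creb3l1 in the latter.

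Picking cells by markers alone gave a mostly different population: 351 to 1142 notochord cells per library at 12 hpf against 67 to 247 by clusters, and 450 to 1902 hatching gland cells against 31 to 145. Of the cells picked, 9.64% to 27.4% and 4.98% to 13.8% lay in the clusters, so these values do not test the same classes again. They were 4 (xbp1), 236 (creb3l1), 9 (creb3l2), 56 (quadruple), 48 (mutant) and 12 (wild type) genes in notochord-like cells. In hatching gland-like cells they were 134 (xbp1), 218 (creb3l1), 6 (creb3l2), 29 (quadruple), 31 (mutant) and 4 (wild type). The higher share for creb3l1 in notochord-like cells was 38.6% in place of 15.5%.

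Cluster 44 alone gave 30 genes for xbp1, 168 for creb3l1, 371 for quadruple, 10 for the mutant and 1 for creb3l1 by creb3l2. Library totals in place of TMM gave 10 for the mutant and 2 for wild type in notochord-like cells. Without the set covariate the counts were 12 (xbp1) and 131 (creb3l2) in notochord-like cells and 36 (creb3l1, 25% higher in place of 41.8%) in hatching gland-like cells. The set as a covariate gave 141 for quadruple in notochord-like cells, and wild type added to the control 2 for the mutant there. With it, 15.5% of the quadruple calls in notochord-like cells were higher in place of 5.41%. Leaving out wild type, 28.3% of the creb3l1 calls in hatching gland-like cells were higher. DESeq2 called 53 (xbp1), 188 (creb3l1), 28 (mutant), 5 (wild type) and 2 (creb3l1 by creb3l2) genes in notochord-like cells, and 15 (atf6), 135 (creb3l1), 22 (mutant) and 1 (wild type) in hatching gland-like cells.

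Leaving out each library in turn, counts in notochord-like cells ran from 9 (without xbp1 1) to 26 (without creb3l1 mutant 1) for xbp1 and 0 (without atf6+creb3l2+creb3l1 1) to 1 for atf6. They ran from 5 (without creb3l2 1) to 192 (without creb3l1 crispant 1) for creb3l1 and 133 (without creb3l2 1) to 225 for creb3l2. For quadruple they were 10 (without quadruple 1) to 164, for the mutant 0 (without creb3l1 mutant 2) to 8 and for wild type 0 to 5 (without wild type 1). In hatching gland-like cells they were 520 (without xbp1+atf6 1) to 820 for xbp1, 1 to 3 (without xbp1 1) for atf6, 0 (without creb3l2 1) to 258 (without creb3l1 crispant 1) for creb3l1 and 0 to 4 (without creb3l1 mutant 2) for creb3l2. They were 81 (without quadruple 2) to 264 for quadruple, 1 (without creb3l1 mutant 1) to 6 for the mutant, and 0 to 1 (without xbp1 1) for xbp1 by atf6. An arm left with 1 library was assumed to vary like the other groups. The term creb3l1 by creb3l2 could not be fitted without creb3l2 1, the only library with creb3l2 lost and creb3l1 intact.

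For loss of atf6 in notochord-like cells the list's median of 0.03 was -0.00254 with doublets kept and 0.12 without the set covariate, which passed (camera p 0.00156). Leaving out libraries gave -0.0385 (without xbp1+creb3l2+creb3l1 1) to 0.11 (without atf6 1). In hatching gland-like cells it was -0.15, which fry did not call (p 0.117), and -0.24 (without atf6 1) to -0.0354 (without xbp1 1). For creb3l1 there, -0.22 was not called by fry (p 0.0639). For creb3l2 there, 0.01 was 0.0441 with doublets kept and 0.0635 without the set covariate, both past camera's threshold, and -0.0731 (without xbp1+atf6 1) to 0.0918 (without xbp1 1).

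The class difference within set B was -0.32 for xbp1 and for creb3l2, whose lost libraries are the same there. It was -0.41 for atf6 (exact permutation p 0.0357) and -0.0928 for creb3l1. The libraries without atf6 in set B were quadruple 1 and quadruple 2. Both also lack xbp1, creb3l2 and creb3l1, so the value for atf6 cannot be assigned to its loss. For creb3l2 the linear model gave 0.59. For atf6, leaving out libraries gave -0.61 (without atf6+creb3l2+creb3l1 1) to -0.0845 (without xbp1+atf6 1).

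At 8 hpf no median changed sign. A pseudocount of 10 CPM gave list medians over all cells of 0.37 (atf6-N), 0.80 (creb3l1-N), 1.01 (creb3l2-N) and 0.22 (full-length creb3l2). In notochord-like cells the first 3 were 0.47, 0.87 and 1.16, and in hatching gland-like cells 0.35, 0.55 and 1.24. It gave 0.87, 1.87 and 0.35 for the targets under creb3l1-N, creb3l2-N and full-length creb3l2. The 2 mCherry libraries differ in background and dose, so a change of control is not one of processing alone. The other mCherry library gave 1.01 (creb3l1-N) and 0.37 (full-length) over all cells, 0.28, 0.79, 1.02 and 0.72 in notochord-like cells, 0.15, 0.37, 1.05 and 0.80 in hatching gland-like cells, and 1.28 and 0.65 for the targets under creb3l1-N and full-length creb3l2. TMM scaling gave 0.38 (atf6-N), 1.27 (creb3l1-N) and 1.35 (creb3l2-N) over all cells and 1.30 for creb3l1-N in notochord-like cells. At 20 CPM the changed genes numbered 423, 544, 698 and 59. Of 20 named ratios, a pseudocount of 10 CPM moved 20 and the other mCherry library 7, and TMM moved 0.

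With the replicate block the counts in notochord-like cells were 211 for quadruple, 8 for the mutant and 0 for wild type by edgeR (DESeq2, without the block, 5; 336 at an unadjusted p under 0.05 in the fit without the block). Same-numbered libraries did not all deviate together: correlations of deviations ran from -0.50 (mutant and quadruple, hatching gland-like) to 0.41 (wild type and quadruple, notochord-like), so the numbers do not pair the libraries over all groups. For tyr and creb3l1 mutant the numbers coincide with the library sets, and their correlations were 0.18 and 0.32. With the set as covariate 5 genes were called for the mutant in notochord-like cells, 3 of them among the 6 reported. In hatching gland-like cells 7 were called, all 7 among the 9 reported. None of these 7 was higher, so the call of cnfn was lost.

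Depth and the number of libraries limit what is found. On simulated counts the 8-library fits recovered 24.4% to 38.3% of 3-fold changes, and the additive fits 87.6% to 94.8%. Interaction fits recovered 6.63% to 24.4%, so a count of 0 there says little.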

Other observations

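Chosen only after results were seen were the tests of creb3l1 loss for the 3 injection genes, of linked variants, of stress of all cells, of cells with 10 or more hsp70 UMIs, of shared reads, of additive losses and of the preset correlation.

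The count of called genes was set against 100 splits of the 16 libraries, the real one included. For loss of xbp1 in notochord-like cells 4 of the 100 splits gave as many genes (up to 213), and in hatching gland-like cells 1, the real split itself. For creb3l1 the numbers were 1 and 1, and for creb3l2 in notochord-like cells 1, so chance division of the libraries was argued against in these. For atf6, 9 and 21 splits gave as many genes, so the count of 1 alone does not exclude chance. That 1 gene was atf6 itself, whose levels in libraries without and with it did not overlap in either class, which argues against chance for this call. For creb3l2 in hatching gland-like cells, with 0 genes by edgeR (365 at an unadjusted p under 0.05, 0 by DESeq2), the test is void, since all 100 splits reach a count of 0.

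In notochord-like cells phlda3, mat2al and si:dkey-40h20.1, called lower in uninjected creb3l1 mutants than in tyr crispants, separated injected from uninjected embryos. The 12 libraries injected with Cas9 and guides held 28.5 to 129 CPM of phlda3, 39.2 to 111 of mat2al and 26.1 to 74.1 of si:dkey-40h20.1. The 4 wild type and mutant libraries held 0 to 5.11, 2.73 to 15.8 and 0 to 2.03. Loss of creb3l1 as their cause was argued against, since injected libraries of the mutant background were 5.31 higher on the log2 scale than the mutants. A response to injection had the values it needed: the 16 genes lower in wild type than in tyr in all other cells were 3.33 higher in the 5 injected libraries of the mutant background than in the 2 mutants, all 16 of them (two-sided exact permutation p 0.0476, the smallest that 21 splits allow). Those 16 were all the genes called there, of 17210. Of the 6 genes called for the mutants against tyr, these 3 therefore do not speak for creb3l1.

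Genes were called on loss of creb3l1 in hatching gland-like cells, where its mRNA was low. A difference between the mutant line and the other embryos had the values it needed. The 50 genes of the test, chosen as lower in set A, had a median log2 difference of -1.11 in creb3l1 mutant 2 (41 of 50 lower) and of -0.12 in the creb3l1 crispant (28 of 50 lower), with controls at -0.11 to 0.21. Incomplete mutagenesis in that 1 crispant library stays open. Its creb3l1 mRNA in notochord-like cells was the lowest of the 16 libraries (36.5 CPM, against 64.4 or more where intact), but the mRNA level does not measure the share of mutated copies. In notochord-like cells the crispant was at -0.48 (35 of 50 lower), just below the controls at -0.43 to 0.42, and the mutant at -0.95 (47 of 50 lower). Variants linked to creb3l1 on its chromosome as the main cause were argued against: 2 of the 66 called genes with a position lay there, against 438 of 8137 tested (one-sided hypergeometric p 0.878).

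Heat shock genes were higher in hatching gland-like cells without xbp1. The mean log2 level of 4 of them changed by 4.86 there and by -0.23 in notochord-like cells, from libraries with xbp1 to those without. Stress of all cells was argued against by -0.10 in all other cells, within the SD of 0.615 between libraries with xbp1. Reads shared between the hsp70 copies as the whole cause were argued against by dnajb1b, at 3.41. Whether a few cells carry the signal gave a mixed answer. By the test written first, the highest share of cells with an hsp70 UMI in a library without xbp1 was 42.4%, between the outcomes named, and cannot decide. The atf6 library, which has xbp1, had 47.2% (34 of 72). With 10 or more such UMIs there were 15 of 82, 20 of 66 and 13 of 85 cells in the xbp1, xbp1+atf6 and xbp1+creb3l2+creb3l1 libraries, which argues against a few cells in these 3, although 3 cells held 69.1% of the UMIs in the last. The quadruple libraries had 1 of 38 and 2 of 63 such cells, as a few cells would give. The 11 libraries with xbp1 had 0. Biological stress of the hatching gland without xbp1 was not tested further.

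The list's share in notochord-like cells was lowest where xbp1, creb3l2 and creb3l1 were all lost. Whether the losses of xbp1 and creb3l2 merely add on the log scale cannot be told apart from a larger joint effect. The interaction had a list median of -0.19 with a camera p of 0.00471 and a fry p of 0.393, and 0 genes were called by edgeR (233 at an unadjusted p under 0.05; DESeq2 was not run for this term).

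In wild type against tyr the list was lower by camera. Whether the preset correlation between genes is too small cannot be told. The fry p was 0.106 in notochord-like cells, but fry asks another question than camera, and no correlation was estimated. The mix of the notochord-like clusters cannot be told apart, because the median in cluster 44 alone was -0.19, smaller than -0.34 but still past camera's threshold. The medians of the creb3l1 mutants against tyr did not pass by fry either (0.113 and 0.101).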
